A study of Homo sapiens with 3 samples. Its data were reported in "OCT4 cooperates with distinct ATP-dependent chromatin remodelers in naïve and primed pluripotent states in human" (2021).

How the data were processed

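KLF4 CUT&Tag libraries were made from 200000 WIBR3 cells each, with an antibody against KLF4, a secondary antibody and a protein A-Tn5 transposase. Naïve cells grew in 5i/L/A medium and primed cells in medium with bFGF, both on mouse feeder cells. Groups and replicate numbers came from the sample titles, which give 2 naïve replicates and 1 primed library.

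The authors trimmed the reads with Trim Galore, aligned them to hg38 with Bowtie 2, removed duplicates with Picard and called narrow peaks with MACS2, per library and not on pooled samples. Whether a control library entered the CUT&Tag peak calls was not stated. The deposited lists give each peak's start, end and summit offset as positions, a fold enrichment over the local background as a ratio, and the −log10 p-value and −log10 q-value of the peak caller. The deposited score of a peak is the whole part of 10 times its −log10 q. The authors' threshold left peaks with a −log10 q of at least 2.02 in these lists. Fold enrichments and −log10 values were used to describe, rank or filter peaks within a list, to compare peak sets of naïve replicate 1 and, in the rule for named genes, to take the smaller value of the 2 replicates. Pileups and background tag densities derived from them, as described below, were also compared between libraries.

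All peaks lay on chromosomes 1 to 22, X and Y. Overlap was counted where the shared bases made up at least 25% of either peak, following the study's rule. Overlaps, windows and tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, and plots with matplotlib 3.10.9. The overlap code was checked against bedtools 2.31.1, and the genome was indexed with samtools 1.23.1. TSSs were the starts of protein-coding transcripts in GENCODE release 44. Motifs were searched as fixed consensus patterns on both strands within 100 bp of the summit, since no motif matrix was used here. Genome-wide overlap was tested on 1 kb tiles holding a summit, by Fisher's exact test, and with 1000 random placements of the peaks on their own chromosome outside assembly gaps. Shares were compared by Fisher's exact test on peaks, summit and flank windows by a sign-flip permutation test, and fold enrichments by a permutation test on mean rank, each permutation test with 100000 resamples. Where a p-value was too small to be written as a number, its log10 is given. Intervals are 95% Wilson intervals for shares and Newcombe intervals for differences of shares, and they cover counting error only.

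Depth was taken from the deposited values. The pileup at a summit and the background tag density follow from the fold enrichment and the −log10 p of a peak, if the fold has a pseudocount of 1 on both sides and p is a Poisson tail. A whole-number pileup was found for all peaks of the 3 lists. The largest error in log10 p was 0.00512 in naïve replicate 1, 0.00163 in naïve replicate 2 and 0.00101 in the primed library. Background values above the lowest of each list were whole multiples of 0.015 in at least 99.95% of peaks, the step that a tag extension of 150 bp and a local window of 10 kb give. The lowest background value of a list was used as its relative depth. If the peak caller assumed a genome of 2700000000 bp, it corresponds to about 6270000, 5650000 and 7340000 tags in naïve replicate 1, naïve replicate 2 and the primed library. On simulated peaks, the pileup was recovered for 100% of peaks in each list, and a planted motif ratio of 3.7 was recovered as 3.81, 3.76 and 3.67.

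The tests, the alternatives and the rule for named genes were fixed before the data were examined, except those the closing section names. The named genes are the nearest to the 5 naïve-specific peaks with the largest fold enrichment in the weaker of the 2 replicates and to the 5 primed-specific peaks with the largest fold enrichment. The rule also holds 3 lists taken from the study. The naïve list is TFAP2C, TEAD4, NLRP7, DPPA3, KLF17, SUSD2, SMARCA2 and KLF4. The primed list has 9 genes, among them SALL1, PTPRZ1, ZIC2, SOX11, SFRP2, GAP43, ROR1 and SMARCA1. Its remaining gene entered the counts over the list and is not reported here by itself. The shared list is POU5F1, NANOG, SOX2, SMARCA4 and SMARCA5. Alternatives changed the overlap rule, the −log10 q threshold, the TSS distance and gene set, the motif window, consensus and background, the rank measure and the naïve replicates used. The share of summits in repeats was left out, because a repeat annotation was not used here.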

Results

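KLF4 binding was profiled by CUT&Tag in WIBR3 human embryonic stem cells (hESCs) kept in the naïve or the primed state of pluripotency. In CUT&Tag, an antibody directs a transposase to the bound protein, and the DNA cut there is sequenced. The data comprised 3 peak lists, each called on a single library of 200000 cells. There were 2 naïve replicates and 1 primed library, so differences between the states had no replicate check on the primed side, and every test on peaks compared these libraries and not the conditions. All positions are on hg38.

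The naïve lists held 11605 peaks in replicate 1 and 10906 peaks in replicate 2, and the primed list held 3193 peaks. The naïve mean was 3.53 times the primed number. With the −log10 q raised to at least 5, that ratio was 10.5, the largest shift among its alternatives. The median peak width was 227 bp in naïve replicate 1, 239 bp in naïve replicate 2 and 150 bp in the primed library. The authors' fold enrichment, a value of each peak within its own list, had medians of 6.67, 6.88 and 5.68 in the same order. Primed summits lay in sequence with a median GC content of 45.3%, against 60.7% and 62.7% in the naïve replicates. The X chromosome held 3.29% of the peaks of naïve replicate 1, 3.37% of those of replicate 2 and 5.36% of the primed peaks. Read totals were not used here. The background tag density recovered from the peak caller's own values was 0.348 and 0.314 tags per position in the naïve replicates and 0.408 in the primed library.

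To learn how well the naïve replicates matched, their peaks were intersected. Of the replicate 1 peaks, 5254 were overlapped by a replicate 2 peak (45.3%, 95% Wilson interval 44.4 to 46.2%). In the other direction the share was 48.3% (47.4 to 49.2%). With a −log10 q of at least 5 the shares were 54.7% and 55.9%, and with a reciprocal overlap of 50% they were 38.0% and 40.4%. On 1 kb tiles of the genome, the summits of both replicates coincided with an odds ratio of 409 (log10 p = -9434, Fisher's exact test, one-sided). Random placement of the replicate 1 peaks gave 29.1 overlaps on average and at most 47. The 5254 shared peaks are called the naïve consensus below.

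The comparison of the states asked which KLF4 peaks occur in both. Of the 3193 primed peaks, 240 were overlapped by a naïve consensus peak (7.52%, 6.65 to 8.48%). Of the 5254 naïve consensus peaks, 240 were overlapped by a primed peak (4.57%, 4.04 to 5.17%). With the peaks of a single naïve replicate in place of the consensus, that share was 2.59% for replicate 2 and 2.66% for replicate 1. Raising the −log10 q to at least 5 left 790 primed peaks, of which 22.9% were overlapped. The overlap of primed and consensus summits on tiles had an odds ratio of 48.4 (log10 p = -285, Fisher's exact test, one-sided), and random placement of the primed peaks gave 3.02 overlaps on average.

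Because the lists differ in length, the comparison was repeated with the 3193 strongest peaks of each library. Between the naïve replicates, 77.1% of the peaks were then overlapped in either direction. Between naïve replicate 1 and the primed library the share was 6.30% (5.50 to 7.19%), and for naïve replicate 2 it was 5.67% (4.92 to 6.53%). The naïve and primed lists therefore shared fewer peaks than the naïve replicates shared with each other at this list length.

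**Figure D1:**
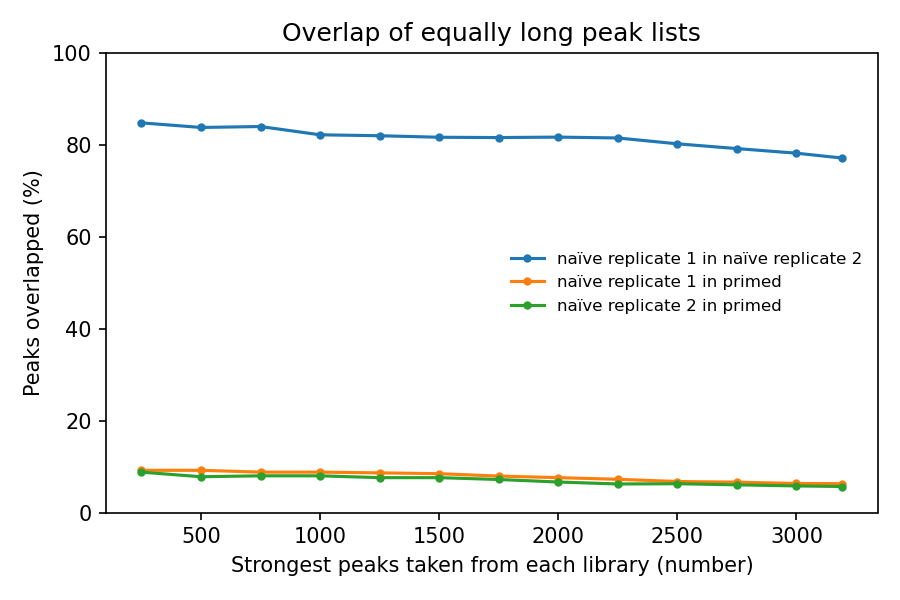
Share of peaks overlapped (y axis, %) when the same number of strongest peaks is taken from each library (x axis, ranked by −log10 p). The naïve replicates share between 77.1% and 84.8% of their peaks, and either naïve replicate shares at most 9.20% with the primed library.

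Sets of 5014 naïve-specific peaks (consensus peaks that no primed peak overlaps), 240 common peaks and 2844 primed-specific peaks (overlapped by no peak of either naïve replicate) were formed. They leave out 109 primed peaks that were overlapped only by naïve peaks outside the consensus, and the 6351 and 5638 peaks found in naïve replicate 1 or 2 alone. The naïve-specific set thus had to recur in both replicates, while the primed-specific set had no such filter. A summit within 1 kb of a protein-coding transcription start site (TSS) was found for 66.3% of the naïve-specific and 2.81% of the primed-specific peaks. The difference was 63.4 percentage points (62.0 to 64.8, log10 p = -785, Fisher's exact test on peaks, two-sided). Among common peaks the share was 16.2% (12.1 to 21.4%). The difference rested on the use of the consensus for its size. With all peaks of naïve replicate 2 it was 41.8 points, and with all peaks of naïve replicate 1 it was 37.4 points. Outside protein-coding transcripts lay 51.7% of the naïve-specific and 54.7% of the primed-specific summits. Untranslated regions held 12.0% and 1.34%, coding sequence 1.76% and 1.65%, and introns 34.5% and 42.3%, respectively.

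KLF proteins recognise a G-rich box, for which the consensus GGGYGKGG was used. It occurred within 100 bp of the summit in 75.3% of the naïve-specific, 31.7% of the common and 7.88% of the primed-specific peaks. The naïve-specific and primed-specific shares differed by 67.4 percentage points (65.8 to 68.9, log10 p = -808, Fisher's exact test, two-sided). With all peaks of naïve replicate 1 as the naïve set the difference was 38.8 points, and with those of replicate 2 it was 42.8 points. With the stricter consensus GGGTGTGG it was 3.79 points, from shares of 6.74% and 2.95%. That pattern was rare in both sets, which limits how large its difference can be. Naïve-specific peaks are richer in GC, and after 837 peaks of each set had been matched on GC content the shares were 51.7% and 14.7%, a difference of 37.0 points (p = 2.57e-60, Fisher's exact test, two-sided). The share also fell with peak strength. In naïve replicate 1 it was 82.2% in the strongest and 20.9% in the weakest of 5 rank groups of equal size, and the sets were not matched on strength.

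**Figure D2:**
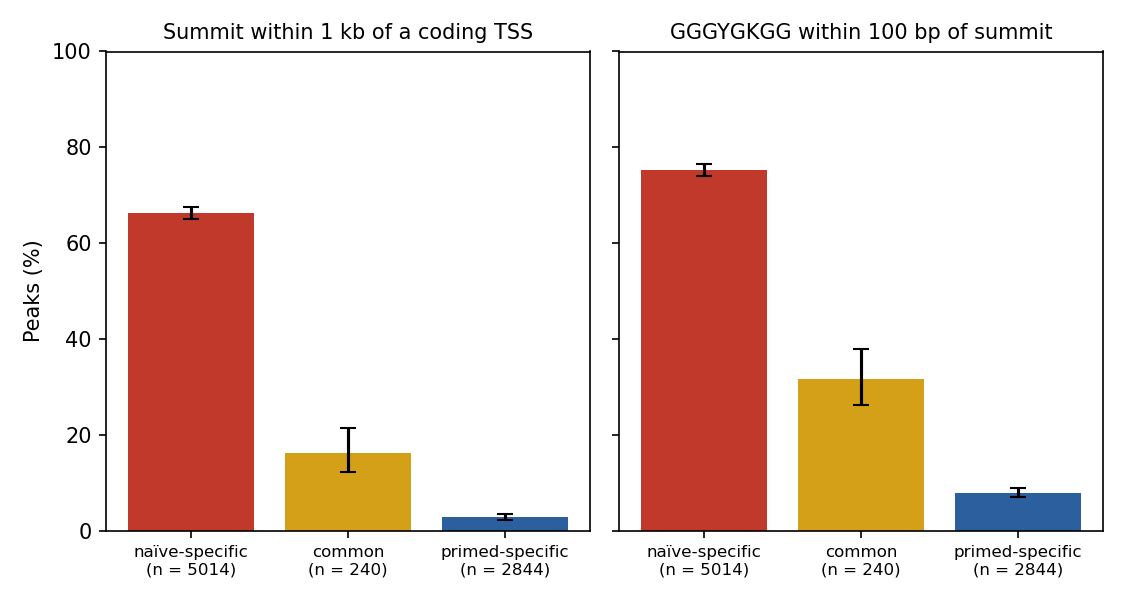
Share of peaks (y axis, %) with a summit within 1 kb of a protein-coding TSS (left) and with GGGYGKGG within 100 bp of the summit (right) in each peak set, with 95% Wilson intervals. Naïve-specific peaks reach 66.3% and 75.3%, and primed-specific peaks 2.81% and 7.88%.

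Relative to windows 2 kb to either side of the same peaks, the consensus was 6.49 times as frequent at naïve-specific summits (75.3% against 11.6%), 4.61 times at common summits (31.7% against 6.88%) and 1.40 times at primed-specific summits (7.88% against 5.63%). The p-values were 1e-05, 1e-05 and 0.00015 (sign-flip permutation test, two-sided), and 1e-05 is the smallest that 100000 resamples can give. With a −log10 q of at least 5, the primed-specific ratio was 1.35 and no longer passed the threshold (p = 0.126, same permutation test). The sizes of these ratios depend on the pattern and the window. With GGGTGTGG they were 2.17 (1.86 to 2.52 over bootstrap samples) at naïve-specific, 5.60 (2.25 to 23.0) at common and 1.57 (1.16 to 2.08) at primed-specific summits, so that the naïve-specific and primed-specific intervals overlapped. With windows of 50 bp to either side they were 9.84, 9.85 and 1.33. The ratio was also set against patterns built from the same columns in another order. Among 100 shuffles of the consensus columns, a smaller ratio was found for 75 at naïve-specific, 70 at common and 46 at primed-specific summits. Most columns are G, so the 100 shuffles include repeats and are not all separate patterns.

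**Figure D3:**
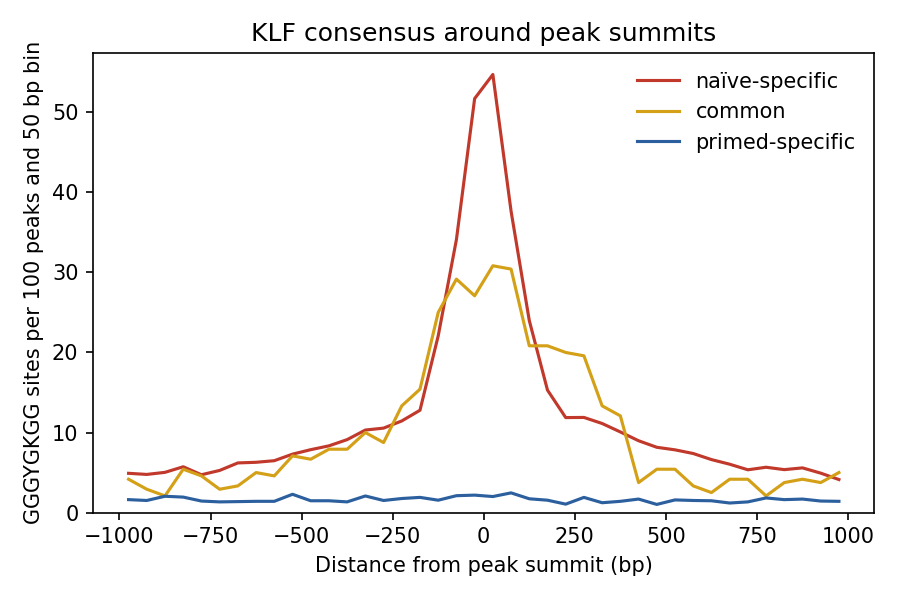
Number of GGGYGKGG sites per 100 peaks in bins of 50 bp (y axis) by distance from the summit in bp (x axis). The naïve-specific set has 54.7 sites per 100 peaks in the bin that starts at the summit, and the primed-specific set has 2.00.

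The motifs of other factors that the study associates with state-specific enhancers were compared in the same way, in a family of 5 with KLF. The TFAP2 consensus GCCYNRGGC occurred in 12.0% of the naïve-specific and 2.50% of the primed-specific peaks, a difference of 9.49 points (p = 8.95e-56, Benjamini-Hochberg adjusted p = 2.24e-55, Fisher's exact test). With the peaks of naïve replicate 1 alone as the naïve set the difference was 6.05 points. The TFAP2 pattern is rich in G and C, and it was not compared after matching on GC content. Median GC content at the summit was 69.2% in naïve-specific and 45.3% in primed-specific peaks, so base composition may give part or all of this difference. The ZIC consensus CAGCAGG occurred in 7.40% of the naïve-specific and 5.91% of the primed-specific peaks, higher in the naïve-specific set by 1.49 points (p = 0.0121, adjusted p = 0.0202), which with a −log10 q of at least 5 was 0.243 points (adjusted p = 0.929), by Fisher's exact test. The OCT4 octamer ATGCAAAT was found in 0.878% and 1.30% of the peaks (p = 0.0814, adjusted p = 0.102) and the SOX consensus CCWTTGTY in 2.45% and 2.74% (p = 0.457, adjusted p = 0.457), so neither difference passed the threshold of Fisher's exact test.

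Genes were assigned to a peak whose nearest TSS lay under 20 kb away. Naïve consensus peaks had 3866 such protein-coding genes and primed peaks 872, of 19663 genes. The lists shared 248 genes, an odds ratio of 1.67 (1.43 to 1.94, p = 1.12e-10, Fisher's exact test, one-sided). With all annotated genes the odds ratio was 2.91, and with a −log10 q of at least 5 it was 2.90 (2.18 to 3.86).

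Within the consensus, the 240 common peaks had a median fold enrichment of 12.5 in naïve replicate 1 and the naïve-specific peaks one of 9.02. The difference of 3.52 (1.75 to 4.64 over bootstrap samples) had a p of 1e-05 by a permutation test on mean rank, the smallest it can give. With a reciprocal overlap of 50% the difference was 0.538 (p = 0.0251, permutation test), and its bootstrap interval of -0.648 to 2.80 included 0. The common peaks were of unlike kinds. In naïve replicate 1, the 76 with GGGYGKGG had a median pileup of 170.5 and the 164 without it one of 28. Their median GC contents were 69.2% and 43.0%. The median fold of the common set mixes both kinds and does not describe shared KLF sites by themselves.

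Genes that the study discusses were examined next. The study chose part of them on the same cell line, so they are not independent evidence. A naïve consensus peak lay within 20 kb of a TSS for 4 of 8 genes associated with the naïve state and 0 of 9 associated with the primed state (p = 0.0294, Fisher's exact test, two-sided). With all peaks of naïve replicate 2 the counts were 6 of 8 and 0 of 9, and with those of replicate 1 they were 6 of 8 and 2 of 9. The count of 0 therefore does not hold for replicate 1 by itself, and no test was made with a single naïve library. The 4 genes were TEAD4, DPPA3, KLF17 and SUSD2. At KLF17 (chromosome 1, 44118821 to 44135140, plus strand) the peak spanned 44118717 to 44118866, with its summit 51 bp from a TSS and outside coding transcripts, and its fold enrichment was 5.96 and 8.43 in replicates 1 and 2. At SUSD2 (chromosome 22, 24181487 to 24189106) the peak spanned 24181155 to 24181624, 61 bp from a TSS, with fold enrichments of 6.54 and 9.44. At DPPA3 (chromosome 12, 7711433 to 7717559) the nearest consensus peak spanned 7705888 to 7706208, 5408 bp from a TSS, with fold enrichments of 9.05 and 6.88. TEAD4 (chromosome 12, 2959330 to 3040676) had 3 consensus peaks, the nearest at 2959222 to 2959371 and 82 bp from a TSS, with fold enrichments of 5.10 and 6.95. GGGYGKGG was present at the nearest peak of each of these genes. TFAP2C had 1 peak in each naïve replicate that did not overlap, and KLF4 had none within 20 kb in any library. Of the genes associated with both states, POU5F1 (chromosome 6, 31164337 to 31180731) had 2 consensus peaks. The nearest, at 31158223 to 31158458, had its summit in an untranslated region of TCF19, 8447 bp from a POU5F1 TSS, and lacked the consensus. NANOG, SOX2 and SMARCA5 had no peak within 20 kb in any library. Of all 3 gene lists, ZIC2 alone had a primed peak within 20 kb.

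Among naïve-specific peaks, the 5 with the highest fold enrichment in the weaker replicate all contained GGGYGKGG. The first spanned 7885398 to 7885882 on chromosome 1, outside coding transcripts and 32167 bp from the nearest protein-coding TSS (UTS2), with fold enrichments of 27.2 and 28.0 in replicates 1 and 2. The others were nearest to STX18 (chromosome 4, 4673009 to 4673462), ACTR3C (chromosome 7, 150110351 to 150110889), FAM86B2 (chromosome 8, 12436320 to 12437154) and PDE4A (chromosome 19, 10450862 to 10451580, in an intron). The PDE4A peak lay 353 bp and the FAM86B2 peak 430 bp from a TSS. None of the 5 primed-specific peaks with the highest fold enrichment contained GGGYGKGG, and their fold enrichment ran from 10.3 to 12.8. They lay on chromosome 20 (31201448 to 31201691, nearest to DEFB115), chromosome 9 (137328224 to 137328510, in an intron of EXD3), chromosome Y (10911549 to 10911808), chromosome 2 (4974045 to 4974256) and chromosome 12 (56639174 to 56639356, in coding sequence of ATP5F1B).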

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

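The alternatives that leave out peaks with a satellite repeat and that use every transcript start of protein-coding genes were chosen after the data had been seen. The others were fixed beforehand. Of 108 values recomputed under an alternative, 71 stayed on the same side of their threshold or within their error, 34 moved, 3 became weaker, and none changed direction as a called result. Staying on the same side does not mean a similar size. The KLF motif difference of 67.4 points was 3.79 points with the rarer GGGTGTGG (6.74% against 2.95%). It was 37.0 points after matching on GC content, and both are among the 71. So are 2 values under random placement, an alternative that changes the test and leaves the value as it is. The alternative that includes unplaced contigs gave no value, because all peaks lie on the main chromosomes. No paired analysis was possible because the primed state has a single library.

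A reciprocal overlap of 50% lowered the naïve replicate overlap to 38.0% and 40.4%, the primed peaks in the naïve consensus to 5.10% and the consensus peaks in the primed list to 3.70%. Among equally long lists it gave 72.9% between the naïve replicates in both directions, 4.35% between replicate 1 and primed and 3.70% between replicate 2 and primed. These changes follow from the stricter rule. Ranking by fold enrichment gave 73.8% in either direction between the naïve replicates.

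A −log10 q of at least 5 raised the replicate overlap to 54.7% and 55.9%, the primed peaks in the consensus to 22.9% and the peak number ratio to 10.5, and lowered the consensus peaks in the primed list to 3.97%. The odds ratio of shared target genes rose from 1.67 to 2.90. The primed-specific motif ratio over flanks, 1.35, and the ZIC difference, 0.243 points, then no longer passed the threshold. Both had fewer peaks, 534 against 2844 primed-specific ones. With shuffled patterns as background, the common peaks had a ratio of 3.80 that did not pass (p = 0.0693, its rank among the permutations of the columns). The cause was not tested.

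Without peaks that carry the satellite repeat, 6.30% of primed peaks lay in the consensus. Equally long lists then gave 5.31% of replicate 1 in primed and 5.34% in the other direction, and 4.86% between replicate 2 and primed in both directions.

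Leaving out either naïve replicate replaces the consensus by all peaks of the other, so peaks found in 1 replicate enter the naïve set. Across these fits the primed peaks in the naïve set ranged from 8.80% to 9.65% and the naïve peaks in the primed list from 2.59% to 2.66%. The promoter difference ranged from 37.4 to 41.8 points, the KLF motif difference from 38.8 to 42.8 points, the naïve-specific motif ratio over flanks from 5.02 to 5.17 and the TFAP2 difference from 6.05 to 6.84 points.

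With every transcript start of protein-coding genes, the promoter difference was 66.0 points and the odds ratio of shared target genes 1.68, against 63.4 points and 1.67 with the starts of protein-coding transcripts. The first of these definitions had been looked at before the second was adopted. The 1 primed library limits every comparison between the states.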

Other observations

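The tests on primed depth, primed enrichment efficiency, background calls, base composition, carry-over, the satellite repeat, weak peaks and one-replicate peaks were chosen after the result had been seen. The tests of equal strength, of shuffled patterns at primed-specific summits and of GC content were chosen before.

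The primed list was shorter than the naïve lists. A lower sequencing depth of the primed library would give it a lower background, and its background tag density was 1.23 times the naïve mean, which argues against that explanation. When the pileup and background of each naïve consensus peak were scaled to the primed depth, 99.98% would have passed the lowest −log10 p of the primed list. That outcome follows largely from the higher primed depth. A lower enrichment efficiency of the primed library stays open. At the 76 common peaks with GGGYGKGG, the median primed pileup scaled for depth was 0.0546 times that in naïve replicate 1, and at the 164 common peaks without it the ratio was 0.988. The first ratio is what either a less efficient primed experiment or less bound KLF4 may give. With 1 primed library these cannot be told apart from the peak lists alone. The study reported that KLF4 expression was largely specific to naïve cells, and it detected KLF4 on chromatin only there. The expression goes with less bound KLF4 but does not measure the efficiency of the primed experiment. Because common peaks had to be called in both lists, the ratio is not that of all naïve peaks.

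Common peaks differed widely in their primed pileup relative to naïve replicate 1, scaled for depth. The middle 50% of ratios ran from 0.0357 to 0.196 with GGGYGKGG and from 0.738 to 1.21 without it, and single peaks went against this, such as one with the consensus near DLGAP1 at 2.07 and one without it near STAP2 at 0.0489. The strongest common peak, on chromosome 3 (93470280 to 93470869), lacked GGGYGKGG and had pileups of 4028 in naïve replicate 1 and 5191 in the primed library. Some were strong naïve KLF peaks that recurred weakly in the primed list, such as that near FAM228B (chromosome 2, 24076337 to 24077158), with pileups of 589 and 19. These examples were chosen after their values were seen. The satellite repeat GGAATGGAAT was absent within 100 bp of the summit in 195 of the 240 common peaks, so that repeat is not the whole account. Other repeats were not tested, and the number of common peaks in them stays open.

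Carry-over of naïve molecules into the primed library may leave strong naïve peaks at a constant small fraction of their height. Of the 50 consensus peaks with GGGYGKGG and the highest naïve pileup, 30 were in the primed list and 20 were missing. A first version of the test took the fraction from the called peaks as it stood, 3.54%, and required a pileup of 8, which gave 6.69 missing on average. After that result had been seen, versions with the fraction corrected for the threshold and with other required pileups were added. At the lowest background the fraction was 3.50%, the required pileup 5 and the expected number missing 1.00. At the median background of the called peaks these were 3.41%, 7 and 4.78. The correction barely moved the fraction, and the expected number followed the required pileup, which is assumed. The lowest pileup among the called peaks was 6, under the 8 and the 7 required. More peaks were missing than the upper end of the central 95% of simulations, which was 11, 3 and 9 in the order given. The expected numbers rest on simulated Poisson spread around the heights of replicate 1 and on an assumed background, so carry-over cannot be told apart from weak KLF4 binding in primed cells.

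Primed-specific peaks could be background calls. Their ratio of GGGYGKGG over flanks was 1.40, but 46 of the 100 shuffles had a smaller ratio and the median shuffled ratio was 1.45. At the same summits the consensus was more frequent than in 98 of the shuffles. In the flanks it was more frequent than all 100, so that rank decides nothing. Naïve-specific peaks, too, exceeded only 75 of the 100 shuffled ratios. Some shuffles match sequences that the consensus also matches, so they do not measure base composition alone. Set against them, the ratio over flanks cannot decide between a KLF site and base composition, and background calls and true sites cannot be told apart by it.

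The naïve-specific and primed-specific shares of GGGYGKGG still differed by 37.0 percentage points after matching on GC content, which argues against GC content as the whole cause. Matching did not cover CpG frequency, distance from a TSS or peak strength. The median pileup was 19 in naïve-specific and 7 in primed-specific peaks, and within naïve replicate 1 the share fell from 82.2% in the strongest to 20.9% in the weakest of 5 rank groups, so part of the 67.4 or 37.0 points may reflect strength. With a −log10 q of at least 5, the naïve-specific and primed-specific shares were 78.3% and 8.99%, a difference of 69.3 points (66.3 to 71.7). The difference thus did not shrink under that threshold, but a threshold does not match the sets on strength. Peaks of naïve replicate 1 alone and of replicate 2 alone each had a median pileup of 8. GGGYGKGG occurred in 23.6% and 28.1% of them, against 7.88% of primed-specific peaks. At similar pileup the shares thus still differed, but by far less than 67.4 points. These peaks were selected for lack of recurrence and not matched on GC content, so the exact part that strength accounts for stays open. A difference in KLF4 binding between the states may also give the difference in shares. The largely naïve-specific KLF4 expression that the study reported goes with it. From these peak lists it remains a hypothesis, with peak strength and the efficiency of the primed library left open.

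Over 50% of the peaks of each naïve replicate were absent from the other. Nearness to the calling threshold is a candidate explanation. In naïve replicate 1, the share found in replicate 2 was 99.1% among the strongest of 5 rank groups of equal size and 10.7% among the weakest. Peaks of replicate 1 alone had GGGYGKGG at 3.19 times the frequency of their flanks, and those of replicate 2 alone at 3.44 times. For the reason given above, this ratio leaves open whether they are background. No biological explanation was tested for the difference between replicates.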
